# Transcriptome profiling for floral development in reblooming cultivar ‘High Noon’ of *Paeonia suffruticosa*

**DOI:** 10.1038/s41597-019-0240-1

**Published:** 2019-10-22

**Authors:** Yanting Chang, Tao Hu, Wenbo Zhang, Lin Zhou, Yan Wang, Zehui Jiang

**Keywords:** Shoot apical meristem, Development, Transcriptomics

## Abstract

Tree peony (*Paeonia suffruticosa* Andrew) is a popular ornamental plant due to its large, fragrant and colorful flowers. The floral development is the most important event in its lifecycle. To explore the mechanism that regulate flower development, we sequenced the flower bud transcriptomes of ‘High Noon’, a reblooming cultivar of *P*. *suffruticosa* × *P*. *lutea*, using both full-length isoform-sequencing (ISO-seq) and RNA-seq were sequenced. A total of 15.94 Gb raw data were generated in full-length transcriptome sequencing of the 3 floral developmental stages, resulting 0.11 M protein-coding transcripts. Over 457.0 million reads were obtained by RNA-seq in the 3 floral buds. Here, we openly released the full-length transcriptome database of ‘High Noon’ and RNA-seq database of floral development. These databases can provide a fundamental genetic information of tree peony to investigate its transcript structure, variants and evolution. Data will facilitate to deep analyses of the transcriptome for flower development.

## Abstract (summary)

**Table:** 

Measurement(s)	transcription profiling assay • full-length isoform
Technology Type(s)	RNA sequencing • isoform sequencing
Factor Type(s)	developmental stage
Sample Characteristic - Organism	Paeonia suffruticosa

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.9938360

## Background & Summary

Tree peony (*Paeonia suffruticosa* Andrew), is one of the most important horticultural plants in the world and a culturally important ornamental plants in China, due to its striking ornamental and medicinal values. It is a perennial deciduous shrub with large, fragrant, and colorful flowers. With a long history of cultivation, there are more than 3,000 cultivars all over the world. ‘High Noon’ (*P*. *suffruticosa* × *P*. *lutea*) is one of the most famous and popular cultivars and is always used for hybrid breeding due to its characteristic of cup shape, semi-double and clear lemon color. On the other hand, High Noon showed an unregular reblooming phenomenon^1^ which means a twice floral development occurred around a year. These traits made ‘High Noon’ a suitable material for researching the floral development in tree peony.

Floral development is the most important developmental event in the life cycle of higher plants. The flowering timing is determined by processes of flowering transition, floral bud differentiation and floral organ identification^2^. A complex gene regulatory network was involved in the floral bud differentiation including plant hormone signal pathway and meristem activity regulation. Although there are great progresses in the study of molecular mechanism in floral development of model plants, it remains unclear in perennial plants, especially tree peony, whose genome information was not yet published. A few genes have been identified to be involved in the transition of shoot apical meristem (SAM) to floral bud in tree peony, including *SOC1*^3^, *FT*^4^, and *AP1*^5^. However, it was still hard to understand the underlying mechanism on floral development of tree peony at transcriptome level.

Next-generation sequencing (NGS) provides precise and comprehensive analysis of RNA transcripts for gene expression. It is applied to explore biological research frequently. Single molecular real time (SMRT) sequencing is a third-generation sequencing technology which offers great improvement than NGS on reads length and avoids the requirement of assembly in NGS^6,7^. The combination of SMRT and NGS has proceeded the genome assembly and transcriptomic research in several species. The genome assembly of (sunflower) *Helianthus annuus* and an *indica* rice Shuhui498 (R498) was completed with PacBio SMRT technology^8,9^. The combination of these 2 sequencing technologies has also been applied in many ways, such as seeking for the characteristic of transcriptomes and identifying new genes in *Sorghum bicolor*^10^, *Zea mays*^11^, *Phyllostachys edulis*^12^. For species without genome information published, the combination of NGS and SMRT was applied to establish a reliable training set for gene prediction and settle biological questions in *Beta vulgaris*^13^, *Alternanthera philoxeroides*^14^, and *Cassia obtusifolia*^15^. In consideration of the absence of tree peony genome, the information of completed mRNA of transcripts is still unclear, which further limits the exploration of tree peony. Therefore, it is necessary to conduct a combined transcript sequencing for the gene prediction and the floral development research in tree peony.

In this study, we performed both SMRT and NGS to generate large-scale full-length transcripts and collect the gene expression profile for bud development of tree peony. Additionally, the data quality was assessed to verify their reliability. The full-length transcripts will provide gene sequence information for the further study of tree peony, and the gene expression profile will provide comprehensive understanding of the bud development of tree peony.

## Methods

### Design and sample collection

‘High Noon’ is a cultivar of tree peony, which contributed an important genetic resource for extending flowering period. The buds of different developmental stage were obtained from 3–5 years-old plants of a farm in Heze (E, 115°32′30.7818″; N, 35°20′4.794″). After discarding the adjacent scales and leaves, the buds were transferred to liquid nitrogen immediately and stored to −80 °C. The buds were also fixed simultaneously in FAA solution as parallel samples for microscopic observation. And subjected to section in slices and observed under microscope (Zeiss Primo Star, Germany). Through paraffin sections, vegetative meristem (Stage I, S1), floral meristem (Stage II, S2) and floral organ (Stage III, S3) were identified each with at least 3 buds (Fig. 1).

**Fig. 1:**
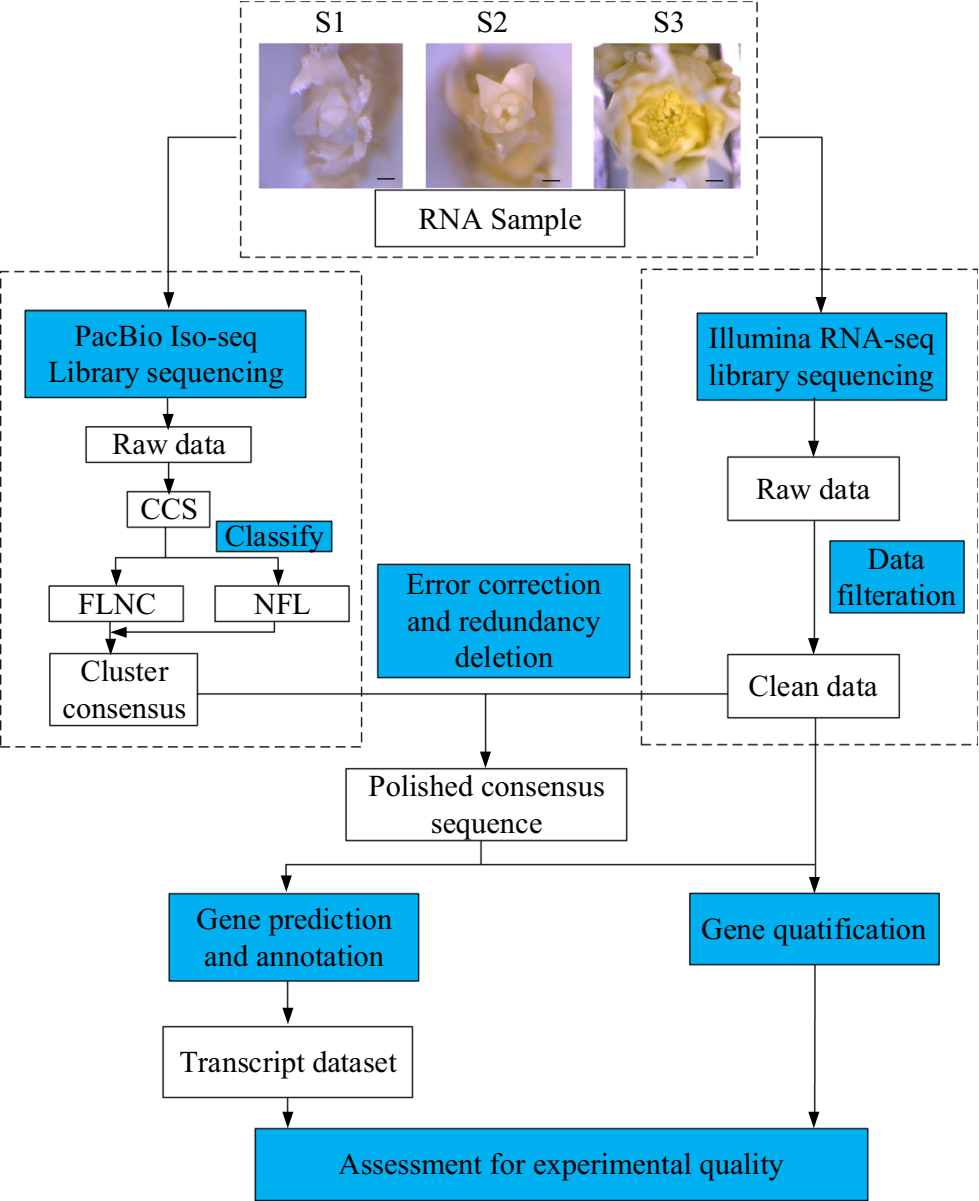
Overview of the experimental design and analysis pipeline. The RNA of ‘High Noon’ bud in its three developmental stages of was collected for PacBio Iso-sequencing and Illumina RNA-seq. The raw data of PacBio Iso-seq were classified and corrected to generate the high-quality transcript sequence. Then these sequences were used to predict the gene sequence and annotate the gene function. The raw data of Illumina RNA-seq were filtered using ng_QC package. Then the clean data were mapped to the full-length transcript sequences by RSEM and used to calculate the reads coverage and gene abundance with package DESeq R package and DESeq2, respectively. The sample stage was confirmed through the parallel samples observed through microscope. Stage I represents the vegetative stage. The stage II represents the bud developmental stage during which the floral organ differentiated. Stage III represents the stage during which the floral organ were formed and the floral bud was identified. Bar = 0.5 mm.

### RNA extraction, Pacbio cDNA library preparation and sequencing

Total RNA was extracted using RNeasy Plant Mini kit (Qiangen, 74904) and treated with RNase-free DNase I (TAKARA, D2215) according to the manufacture’s protocol. The RNA was used for cDNA synthesis through SMARTer PCR cDNA Synthesis Kit (Clontech). The first strand and second strand were synthesized with SMARTScribe RT, using oligo(dT) primer and PCR Primer, respectively. Then the cDNA was selected with the BluePippin Size Selection System (Sage Science, Beverly, MA) according to the Isoform Sequencing protocol as described by Pacific Biosciences (PN 101-070-200-02). To increase the sequencing yield of >4 kb transcripts, a mixture of unfiltered fractions and fractions with size of >4 kb with a mole ratio of 1:1 was processed with the DNA Template Prep Kit (Pacific Biosciences of California, Inc.). Then the library was ready for sequencing after a binding of primer and DNA polymerase to the mixed transcripts. The final library was sequenced on Pacific Bioscience RS II platform (Pacific Biosciences of California, Inc.) by Novogene technology (Tianjin, China; http://www.novogene.com/).

### Illumina cDNA library construction and sequencing

After total RNA was extracted as above, mRNA was enriched by Oligo dT beads and broke into short fragment in fragmentation buffer. Then the first-strand cDNA and second-strand cDNA was synthesized using random hexamers and dNTPs, respectively. The cDNA was subjected to purification and size fractioned by AMPure XP beads, with end pairing, “A” base and Illumina adapter ligation. Then the cDNA libraries were generated by a PCR amplification. After quality control with an Agilent2100 Bioanalyzer, the cDNA libraries were sequenced with a PE mode of 150 bp on an Illumina HiSeq 2000 platform by Novogene technology (Tianjin, China; http://www.novogene.com/).

### Data filtering and error correction

Sequence data were processed using the SMRTlink 5.1 software. Circular consensus sequence (CCS) was generated from the raw subreads with a parameter of minimum length > 200 and minimum predicted accuracy > 0.8. The generated CCS sequences were then classified into Full-length non-chimeric reads (FLNC) and non-full length non-chimeric reads (NFL) according to the containment of 5′ primer, 3′ primer and poly A. FLNC were then fed into the cluster step, which underwent an isoform-level clustering (ICE), followed by a final Arrow polishing with NFL, with a minimum accuracy of 0.99. The resulting consensus reads were subjected to a correction using the Illumina RNA-seq data with the software LoRDEC. Then, after a redundancy deletion by CD-HIT software (−c 0.95, −aS 0.99), the final high quality, full-length, polished consensus sequences were generated after a redundancy deletion by CD-HIT software.

### Gene quantification

The raw reads of Illumina RNA-seq were filtered by software ng_QC (−t 4, −L 20, −N 0.001). The clean data was mapped to the Polished consensus sequence by bowtie2 using end-to-end and sensitive mode. The readcounts of each transcript were calculated using RSEM and transformed into FPKM value. The expressional differential analysis was conducted by DESeq R package with a criterion of fold change > 2 and qvalue < 0.001.

## Data Records

The sequencing raw data and files of gene abundance analysis in this study were deposited in NCBI Gene Expression Omnibus (GEO) and NCBI Sequence Read Archive (SRA) with accessions GSE133476 and SRP212254^16,17^. The annotation information of full-length transcripts in this study was deposited in figshare^18^. The Supplementary material including quality assessment data of raw reads was deposited in figshare^18^. The differentially expressed gene list relative to plant hormone biosynthesis and signaling pathways was deposited in figshare^18^. The flow cytometry analysis of ‘High Noon’ was deposited in figshare^18^.

## Technical Validation

### RNA qualities

The purity and integrity of the total RNA was assessed with Nanodrop 2000 and Agilent 2100. The RNA samples with RIN > 8.0 were used for sequencing library. Qubit 2.0 was used to measure the quantity of RNA sample and cDNA library. The RNA quality values in this study are listed in Table 1.

**Table 1:** Summary of sequencing strategies in this study.

Samples	Sequencing Strategy	Library Layout	Platform	Instrument model	Tissue	OD260/280	OD260/230	25S/18S	RIN
S1-1	RNA-seq	paired	Illumina	Illumina HiSeq 2000	floral bud	2.194	1.388	2.1	8.8
S1-2	RNA-seq	paired	Illumina	Illumina HiSeq 2000	floral bud	2.326	0.877	1.4	8.3
S1-3	RNA-seq	paired	Illumina	Illumina HiSeq 2000	floral bud	2	1.053	1.6	9.1
S2-1	RNA-seq	paired	Illumina	Illumina HiSeq 2000	floral bud	2.115	1.743	1.8	10
S2-2	RNA-seq	paired	Illumina	Illumina HiSeq 2000	floral bud	2.069	2.011	1.8	9.3
S2-3	RNA-seq	paired	Illumina	Illumina HiSeq 2000	floral bud	2.152	2.073	1.9	9.8
S3-1	RNA-seq	paired	Illumina	Illumina HiSeq 2000	floral bud	2.161	1.463	1.8	9.6
S3-2	RNA-seq	paired	Illumina	Illumina HiSeq 2000	floral bud	2.153	1.859	2	10
S3-3	RNA-seq	paired	Illumina	Illumina HiSeq 2000	floral bud	2.092	0.823	1.8	9.3
HN	RNA-seq	single	PACBIO_SMART	PacBio RS II	floral bud	mixed	mixed	mixed	mixed

### Pacbio ISO-seq quality validation

A total of 15.94 Gb raw data was generated by 15,654,254 subreads in the Pacbio ISO-seq. After a single molecular self-correction, circular consensus sequences (CCSs) of 714,643 reads was obtained, which was subsequently classified to full-length non-chimeric (FLNC) with 5′ primer, 3′ primer and poly A and non-full length (NFL) with a proportion of 61.78% and 38.22%, respectively. Consequently, a total of 441,507 high-quality FLNC reads was obtained through the cluster of FLNC and correction by NFL.

As SMRT sequencing generates a high error rate, it is necessary to perform error correction, which includes self-correction by iterative clustering of circular-consensus reads and correction with high-quality NGS short reads. To this end, the NGS sequence data in this study was used to correct the SMRT sequences using LoRDEC software. After that, redundant transcripts were removed by CD-HIT, and a total of 115,439 non-redundant transcripts (Polished consensus sequences) with an average length of 2,060 bp were obtained (see Table 2).

**Table 2:** Statistic of ISO-sequencing in this study.

Type	Total_nucleotides (bp)	Total_reads_number	Average length (bp)
subreads	15,936,030,572	15,654,254	1,018
CCS	1,236,332,390	714,643	1,730
FLNC	760,275,054	441,507	1,722
Consensus	397,594,800	214,800	1,851
polished consensus	387,499,200	214,800	1,804
Before_correct	387,469,755	214,800	1,804
After_correct	388,005,257	214,800	1,807
CD-HIT	237,754,844	115,439	2,060

### Predictions of coding sequence (CDS) and function annotation

To obtain comprehensive information of gene function in tree peony, the 115,439 transcripts were mapped to 7 databases, including NR, NT, Pfam, KOG, Swiss-Prot, KDGG, GO for the gene annotation. As a result, at least 32,416 transcripts could be mapped to all these seven databases (Fig. 2a). The length distribution of successfully annotated genes was showed in Fig. 2b. The completeness of transcripts generated by CD-HIT was assessed by BUSCO 2.3. The results showed that 83.68% transcripts were complete of which single copy BUSCOs and duplicated BUSCOs account for 25.97% and 57.71%, respectively. Of the total 1,440 BUSCO groups searched, only 52 fragmented BUSCOs and 183 missing BUSCOs were found in our database (Fig. 2c). All these results showed that our database was complete and available for subsequent research.

**Fig. 2:**
The reads and alignment quality in RNA-seq. (**a**) Per sequence quality scores. The x-axis represents the mean sequence quality of RNA-seq reads. The y-axis represents the count of reads with specified Phred score. (**b**) Per base sequence quality. The x-axis represents the position of reads in RNA-seq. The y-axis represents the Phred scores of each base. (**c**) Per sequence GC content. The x-axis represents the percentage of GC of each read. The y-axis represents the count of the reads with. (**d**) Distribution of insert size after alignment. The x-axis represents the insert size of library after alignment. The y-axis represents the frequency of each size.

### Illumina RNA-seq quality validation and floral development gene identification

The reads quality of clean reads in Illumina RNA-seq was assessed using FastQC, including the mean per sequence quality scores, per base quality scores, and GC contents. The per base quality scores were higher than phred quality 30, and most sequences had a quality over 20 (Fig. 3a,b). The GC contents of the samples showed a similar normal distribution, which indicated a sequencing data free of contamination (Fig. 3c). The reads quality of the samples showed that the RNA-seq reads in this study have a high quality. The clean reads of 9 samples were aligned to the 115,439 non-redundant transcripts (reference) using bowtie2 with end-to-end and sensitive mode. 

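The RNA-seq data come from buds of the tree peony cultivar ‘High Noon’ at 3 stages, with 3 libraries per stage. Libraries S1_1 to S1_3 are from stage I (vegetative meristem), S2_1 to S2_3 from stage II (floral meristem) and S3_1 to S3_3 from stage III (floral organ). The paper gives the age of the plants as 3 to 5 years, and the sample labels give 5 years. For each library the authors deposited the expected read count of every transcript from RSEM, without normalization, and the FPKM value made from it. The deposited values cover 137758 transcripts, identified by the names of their long-read clusters, with a mean length of 1917 bp and a median of 1654 bp (range 130 to 17774 bp). The files pair no identifier with a gene name, and no genome was used, so names of genes are those of the model plant matches in Table 4. The counts of a library add up to 20065002 to 20996594 fragments in stage I (median 20741729), 20230573 to 25195520 in stage II (median 23991666) and 20096583 to 22657762 in stage III (median 20544286). The largest total is 1.26 times the smallest. Reads were counted on 77267 to 82560 transcripts per library. In all 9 libraries together, 62148 transcripts (45.1%) had reads in every library and 40311 (29.3%) in none. RSEM divides a read that maps to several similar transcripts between them. Of all fragments, 96.1% lay on transcripts whose count was not a whole number in at least 1 library (tolerance 0.005), so these transcripts share reads with others. The replicates are separate libraries: between replicates of a stage the chi-square per transcript was at least 10.4, where counting error alone gives about 1. From these values, counts rounded to whole numbers were used to test for differential expression, and log2(FPKM + 1) was used to compare libraries.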

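The length of the sequenced fragments can also be estimated from the deposited values, because the ratio of a read count to its FPKM gives the effective length of the transcript. A line of effective length on transcript length was fitted in each library over the 10830 transcripts of at least 1000 bp with an FPKM over 5 in all 9 libraries. Its crossing with the length axis put the fragment length at 253 bp in library S1_3 and at 285 to 296 bp in the other 8 libraries. As S1_3 is a single library, its shorter fragments have no replicate, and the difference in length from the other libraries was not tested.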

The distribution of library insert length after alignment was measured which showed a 270–320 bp distribution (Fig. 3d). 

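Summed over all transcripts, the counts gave the share of the clean read pairs of Table 3 that was assigned to a transcript. This share was 84.8% ± 0.876 (SD, n = 3 libraries) in stage I, 87.7% ± 0.758 (SD, n = 3) in stage II and 87.2% ± 0.455 (SD, n = 3) in stage III. Each stage I library was below each library of the other stages (exact permutation test on both sides, p = 0.1 against either stage, the smallest p that 3 libraries against 3 allow). Stages II and III differed by less than the SD of stage II (same exact permutation test, p = 0.4). The 95% Wilson confidence interval was 83.84 to 83.87% for S1_2 and 88.26 to 88.28% for S2_3, each narrower than the SD between replicates of any stage. The RNA integrity numbers of Table 1 are 8.3 to 9.1 in stage I and 9.3 to 10.0 in stages II and III.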

The mapping rate of Illumina RNA-seq reads to the high-quality polished sequence ranged from 83.85–88.27% (Table 3). The reliability of the RNA-seq data between the 9 samples was measured with PCA analysis, Pearson correlation and clustering analysis (Fig. 4a–c). 

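Squared Pearson correlations (r2) of log2(FPKM + 1) were calculated over all transcripts for the 36 pairs of libraries. These correlations are across transcripts, which are not independent replicates, so no p value is given for a pair. The mean r2 between replicates was 0.887 ± 0.0545 (SD, n = 3 pairs) in stage I, 0.959 ± 0.0004 (SD, n = 3) in stage II and 0.969 ± 0.0011 (SD, n = 3) in stage III. In stage I, S1_1 and S1_2 had an r2 of 0.950, while S1_3 had 0.861 with S1_1 and 0.851 with S1_2. Between stages, the mean r2 was 0.804 ± 0.0396 (SD, n = 9 pairs) for stages I and II, 0.788 ± 0.0310 for stages I and III and 0.946 ± 0.0071 for stages II and III. S1_1 had an r2 of 0.848 to 0.852 with the stage II libraries, so it was as close to them as S1_2 was to S1_3. The r2 of stages II and III ranged from 0.934 to 0.955, on this scale below every replicate pair within them, but the ranges overlapped in 4 of the 6 alternative measures. All 36 values match the numbers printed in Fig. 4b (largest difference 0.0054). The means of replicate pairs moved most on FPKM without a logarithm in stages I and II, to 0.731 and 0.866, and with Spearman's rho squared in stage III, to 0.896.

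**Figure D1:**
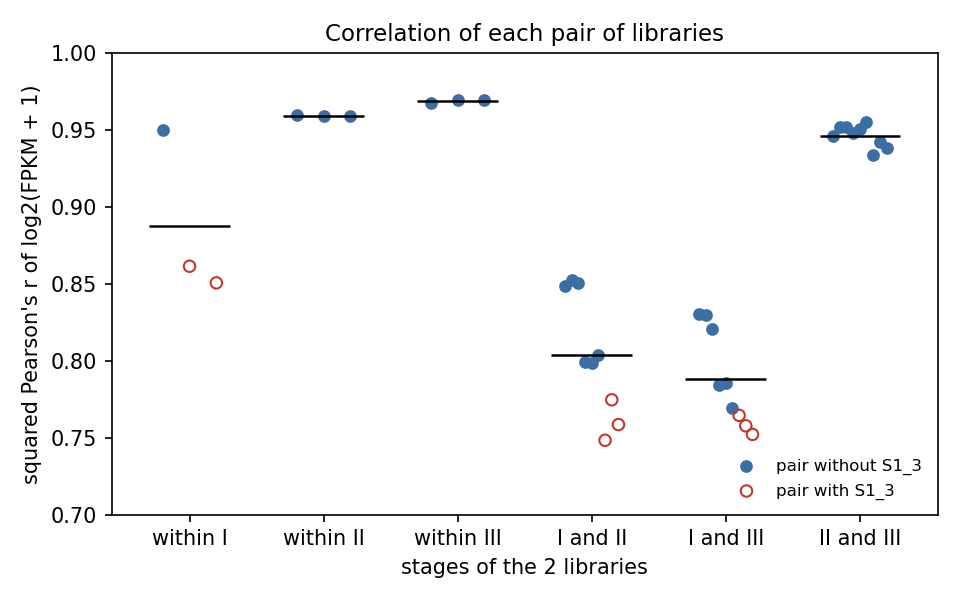
Squared Pearson correlation of log2(FPKM + 1) for each of the 36 pairs of libraries, grouped by the stages of the pair, on an axis from 0.70 to 1.00. Each point is a pair, open red points are pairs with S1_3 and lines are means; the pairs within stage I lie between 0.851 and 0.950, and those within stages II and III lie above 0.958.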

The results all showed a reliable biological duplication, indicated that the data obtained in this study could be used for subsequent research.

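The mean r2 of the 9 replicate pairs exceeded that of the 27 pairs between stages by 0.0924. No other division of the 9 libraries into 3 groups of 3 gave so large a difference (one-sided exact permutation test, p = 0.00357, the smallest that 280 divisions allow). For stages II and III alone the difference was 0.0177 (one-sided exact permutation test, p = 0.1, the smallest that 10 divisions of 6 libraries allow). With any 1 library left out, the first difference stayed between 0.0873 and 0.0996 and the second between 0.0135 and 0.0224. In a principal component analysis of log2(FPKM + 1), the first component held 58.7% of the variance and the second 16.5%. On the first component stage I scored 134 to 187, stage II from -83.4 to -69.7 and stage III from -97.5 to -83.7. The second component set S1_3, at a score of 140, apart from S1_1 and S1_2, at -68.8 and -86.2. Without the logarithm, the components held 71.7% and 13.1% of the variance, which match the percentages printed in Fig. 4a. In a hierarchical clustering of FPKM (Euclidean distance, complete linkage), the libraries of each of the 3 stages formed a branch of their own. The stage I branch closed at a height of 21472, against 12333 for stage II and 6047 for stage III, and stages II and III joined at 17399. S1_1 and S1_2 joined at 7831. With S3_1 left out, only 2 of the stages formed their own branch. From these measures, the paper concludes that the replicates are reliable and that the data can be used for further research.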

**Fig. 3:**
The statistic results of gene annotation and predicted CDS length distribution. (**a**) The transcripts were annotated in 7 databases. The y-axis represents the annotated gene number. (**b**) The CDS length distribution of transcripts in ISO-seq. The x-axis represents CDS length. The y-axis in left represent the frequency of different CDS length. The right y-axis represents the percentage of different CDS length. (**c**) The completeness of transcripts in ISO-seq. The completeness of transcripts was assessed by benchmarking universal single-copy ortholog (BUSCO). The x-axis represents the percentage of detected BUSCOs. The light blue diamond represents the complete (C) and single-copy (S) genes; the dark blue represent complete and duplicated (D) genes; the yellow diamond represents fragmented (F) genes; the red diamond represents the missing (M) genes. Total number of core genes queried was 1440.

**Table 3:** Summary of Illumina RNA-sequencing.

Sample	Raw Reads	Clean Reads	Clean Bases (G)	Total mapped reads	Mapping rate (%)
S1_1	49,022,606	48,474,096	7.27	41,483,460	85.58
S1_2	48,375,304	47,857,452	7.18	40,130,002	83.85
S1_3	50,839,914	49,433,588	7.42	41,993,190	84.95
S2_1	58,645,596	58,018,926	8.7	50,391,040	86.85
S2_2	55,158,816	54,515,864	8.18	47,983,332	88.02
S2_3	46,277,122	45,839,116	6.88	40,461,148	88.27
S3_1	47,068,706	45,955,414	6.89	40,193,166	87.46
S3_2	48,714,736	47,383,326	7.11	41,088,574	86.72
S3_3	52,899,086	51,759,904	7.76	45,315,526	87.55

**Fig. 4:**
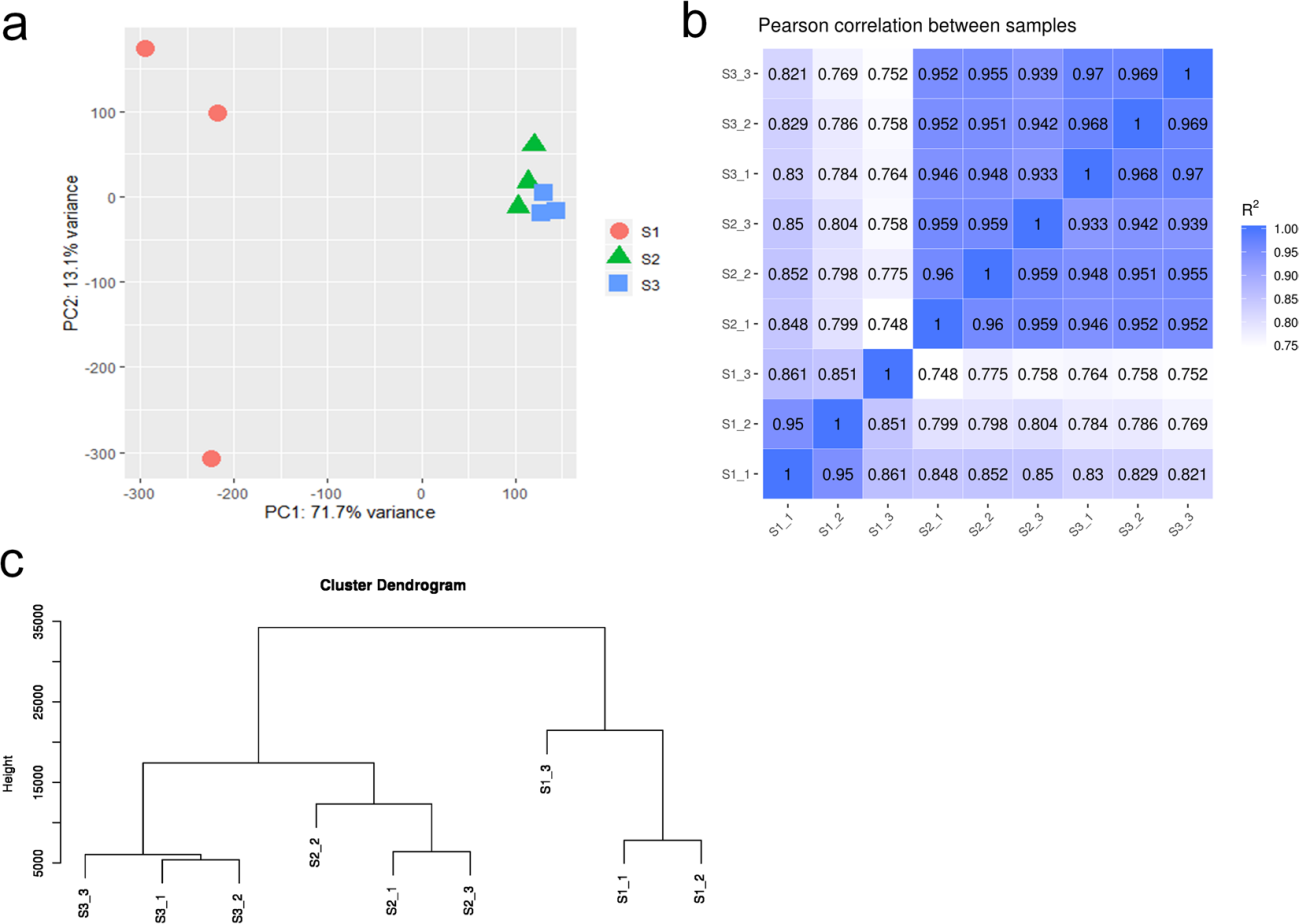
Summary of the sample clustering. (**a**) Principal component analysis of the 9 samples based on expression levels. (**b**) The person correlation between the 9 samples based on expression levels. (**c**) The cluster analysis of the 9 samples based on expression levels.

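Each pair of stages was compared over its 6 libraries with edgeR's quasi-likelihood test after TMM normalization and edgeR's default filter on low counts. A DEG had a fold change over 2 and a Benjamini-Hochberg q value under 0.001. From stage I to stage II, edgeR called 0 of 64662 transcripts, with a smallest q value of 0.00536, while 23919 had an unadjusted p under 0.05. For the same stages DESeq2 called 7437 DEGs (4365 up and 3072 down), and limma on log2(FPKM + 1) called 331 (284 up and 47 down). A q value under 0.05 with a fold change over 2 was reached by 11298 transcripts in edgeR, and by 2163 to 16977 with 1 library left out, the most without S1_3. From stage II to stage III, edgeR called 4 of 64971 transcripts, all of them up, and 11308 had an unadjusted p under 0.05. DESeq2 called 1114 there (528 up and 586 down) and limma 10 (8 up and 2 down). From stage I to stage III, edgeR called 4 of 65124 transcripts, all of them down, and 26495 had an unadjusted p under 0.05. DESeq2 called 9671 there (5145 up and 4526 down) and limma 1495 (1064 up and 431 down). All of edgeR's DEGs were also DEGs in DESeq2. Without library S1_3, edgeR called 2163 DEGs from stage I to stage III (986 up and 1177 down), while leaving out any of the other 5 libraries gave 0. The biological coefficient of variation between replicates was 0.603 in stage I, 0.341 in stage II and 0.278 in stage III, and fell to 0.383 in stage I without S1_3. The largest rise from stage II to stage III was that of transcript i1_LQ_HNbud_c34047/f1p0/1535, which neither the files nor Table 4 pair with a gene name. Its log2 fold change was 6.69 (SE 0.28, q = 0.000816 in edgeR). Its FPKM was 18.3 ± 2.91 (SD, n = 3) in stage II, from 381 to 637 reads per library, and 1894 ± 484 (SD, n = 3) in stage III, from 39142 to 59160 reads. In stage I its FPKM was 17.3, 0.30 and 0. With any 1 library left out its log2 fold change stayed between 6.50 and 6.88, and its q value rose to between 0.00156 and 0.0122. Over all settings its q value ranged from 3.59e-219 to 0.341. The other 3 DEGs of this comparison had log2 fold changes of 4.03 to 6.37. Between stages I and III, transcript i0_LQ_HNbud_c66472/f1p3/932, chosen after its values were seen, fell most, with a log2 fold change of -10.00 (SE 0.30, q = 0.000599 in edgeR). It had 8701 to 13877 reads per library in stage I, 117 to 354 in stage II and 10.6 to 13.8 in stage III. The other 3 DEGs had log2 fold changes between -6.78 and -5.95.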

After mapping to the non-redundant transcript, the gene expressional level was analyzed and the differential expressional genes (DEGs) were screened with a parameter of fold change > 2 and q value < 0.001. According to the annotation, DEGs relative to floral development and regulation were analyzed. A total of 143 genes in plant hormone biosynthesis and signaling pathways including auxin and cytokinin which were believed to regulate the floral initiation and bud development were identified^19^. In addition, a total of 26 floral-developmental-relative-DEGs were identified, which might play important roles in floral development process, including the establishment of floral meristem, the specification of flower organ identity and the regulation of floral organogenesis in this study^20,21^. These DEGs were listed in Table 4 and citation 5. These results indicate that our data were valuable for understanding the floral development in tree peony.

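All 26 transcripts of Table 4, which the paper matches to 19 genes of a model plant, were found by their identifiers. Table 4 does not name the comparison in which each was a DEG, so all 3 comparisons were searched. With q values over all transcripts tested, edgeR called 0 of the 26, while 25 had an unadjusted p under 0.05 in at least 1 comparison and 21 had a q value under 0.05 with a fold change over 2. DESeq2 called 18 of them and limma 3. Adjusted over the list alone, edgeR called 10 and DESeq2 19, but the study chose the list on these samples, so these counts are not independent evidence. The smallest q value fell in the comparison of stages I and III for 19 transcripts, of stages I and II for 5 and of stages II and III for 2. Between stages I and III, 20 of the 25 transcripts tested rose and 5 fell. Of the 26, all 3 libraries of stage III lay above all 3 of stage I for 19 transcripts and below them for 4. Chance gives 10% in both directions together, but this is no test of the list, which was chosen on these libraries, and 50.4% of all 65124 transcripts tested lay apart in the same way. Transcripts are given here by symbol and the cluster number in their identifier. SEP3 (c49771) had an FPKM of 1.06 ± 0.214 (SD, n = 3) in stage I, 7.75 ± 2.00 in stage II and 11.6 ± 3.16 in stage III, a log2 fold change from stage I to III of 3.30 (SE 0.35, q = 0.00306 in edgeR). FUL (c91035) rose from 0.12 ± 0.075 in stage I to 4.38 ± 1.53 in stage III, a fitted log2 fold change of 5.01 (SE 0.58, q = 0.00379 in edgeR). It had only 1, 2 and 4 reads in the stage I libraries, and the summed reads gave a ratio of 34.2 with an exact 95% counting interval of 16.4 to 86.0. FT (c79621) rose from 0.72 ± 0.459 to 13.0 ± 3.95 between the same stages (log2 fold change 4.06, SE 0.50, q = 0.00434 in edgeR), and its stage II libraries were widely spread, at 5.77 ± 5.73. The transcripts matched to AP1 rose by a log2 fold change of 4.78 (c128329, SE 0.89, q = 0.0124 in edgeR) and 3.02 (c51214, SE 0.43, q = 0.00592). AGL15 (c105115) fell from 12.6 ± 4.41 in stage I to 2.56 ± 0.319 in stage III, a log2 fold change of -2.43 (SE 0.33, q = 0.0054 in edgeR). Without S1_3 its q value was 0.000967, which made it the only transcript of Table 4 that edgeR called with a library left out. Over all settings its q value ranged from 5.64e-14 to 0.0384. The low end came from DESeq2 without S1_3, a setting chosen after the data were seen, and DESeq2 with all libraries gave 1.01e-08. PI (c9787) had 2, 0 and 0 reads in the stage I libraries and 310 to 748 in those of stage III, where its FPKM was 45.3 ± 18.7 (q = 0.0022 in edgeR), a ratio of 768 with an exact 95% counting interval of 212 to 6350. Its log2 fold change was 9.35 with all libraries and 8.8 to 12.1 with a library left out. The highest value was that without S1_1, the only stage I library with reads. Another 4 transcripts were given no reads by RSEM in stage I, and were set against a floor of 3 reads per library. In stage III, PI (c42964) was 104-fold above that floor, SEP3 (c231904) 56.0-fold and UFO (c10259) 18.4-fold. In stage II, SEF (c22315) was 4.32-fold above it. These are not lower bounds, as the counts of all 4 depend on how RSEM divided reads between similar transcripts. The other UFO transcript (c105095) was given 5, 7 and 0 reads in stage I. From stage II to stage III, TEM2 (c49765) rose from 4.94 ± 0.735 to 10.8 ± 0.656 (log2 fold change 1.13, SE 0.14, q = 0.0178 in edgeR). Its q value ranged from 7.02e-07 in DESeq2 to 0.688 in edgeR with all 9 libraries in 1 fit. NAP (c42466) rose between these stages by a log2 fold change of 0.94, and with all libraries its fold change in edgeR was under 2 in all 3 comparisons; without S2_3 the log2 fold change was 1.04. S1_3 lay far from its replicates for both, at an FPKM of 23.4 for TEM2 against 5.73 and 5.66, and of 16.3 for NAP against 6.83 and 4.95. The same library was far lower for ICU2 (c4367), at 0.41 against 7.66 and 4.33, and for LFY (c105452), at 0.05 against 1.95 and 2.52. For ICU2 the log2 fold change from stage I to II was 2.09 (q = 0.136 in edgeR), and for LFY that from stage I to III was 2.07 (q = 0.172). Without S1_3 these became 1.56 (q = 0.0122 in edgeR) and 1.44 (q = 0.0385). Over all settings the q values ranged from 2.83e-06 to 0.256 and from 0.0102 to 0.348. Both low ends came from the same late setting, DESeq2 without S1_3, while DESeq2 with all libraries gave 0.0318 and 0.112. Without S1_1 the log2 fold change of ICU2 was 2.90. Of the others, ATVGT1 (c47156 and c27914), UBC1 (c213752), RPI2 (c51781), SEPALLATA2 (c30233) and UFO (c105095) rose from stage I to III by log2 fold changes of 1.28 to 3.82, and PCFS4 (c3353) and PDF2 (c2041) had log2 fold changes of -1.16 and -1.85. Their q values in edgeR ranged from 0.00478 to 0.0597. Without S1_3 the log2 fold change was 2.63 for UFO (c105095), against 3.87 without S1_2, and 4.15 for AP1 (c128329), and for SEPALLATA2 it was 4.44 without S1_1 and 3.22 without S1_2. UBC1, at an FPKM of 23.1 in S1_3 against 61.1 and 55.2, had a log2 fold change of 1.28, which fell to 0.92 without S1_3, a fold change under 2. Between stages I and II, ATH1 (c9324) and RPI2 (c33701) had log2 fold changes of 1.37 and 1.92, and AGL15 (c133723) had -2.07. For this RPI2 transcript S1_3 had an FPKM of 2.96 against 1.17 and 0.74, and without S1_3 its log2 fold change was 2.71. Its q value in edgeR went from 0.0623 to 0.00917 without S1_3. Over all settings it ranged from 4.12e-06, again in DESeq2 without S1_3, to 0.199, and DESeq2 with all libraries gave 0.015. For 22 of the 26 transcripts the counts were not whole in at least 1 library, so part of their reads is shared with similar transcripts. The paper proposes that these genes act in setting up the floral meristem, in specifying the identity of floral organs and in forming them.

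**Figure D2:**
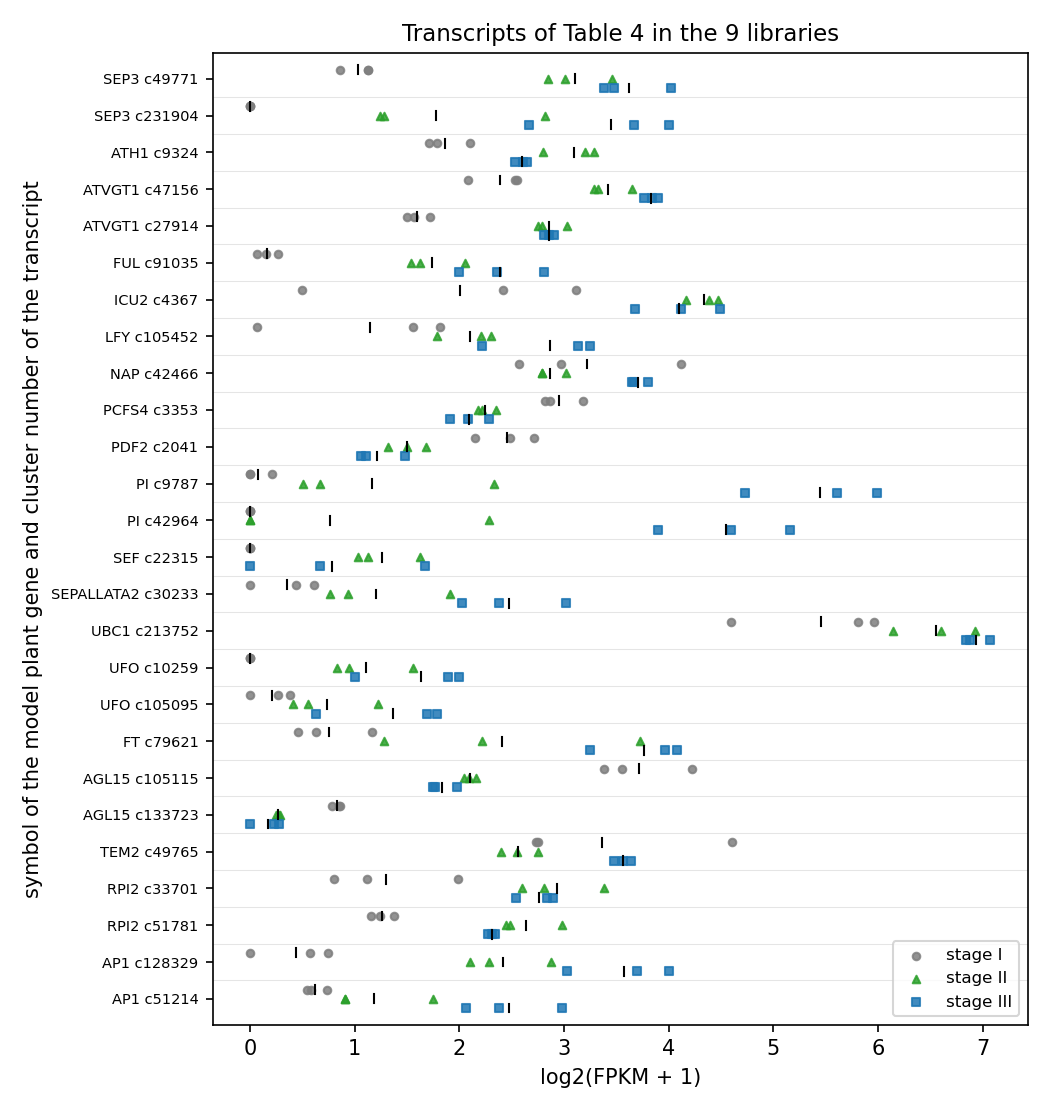
Expression of the 26 transcripts of Table 4 as log2(FPKM + 1) in each of the 9 libraries; circles are stage I, triangles stage II, squares stage III and black ticks the mean of a stage (3 libraries). All stage III squares lie to the right of all stage I circles for 19 transcripts, such as SEP3 and FUL. They lie to the left for 4, such as AGL15 (c105115).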

**Table 4:** DEGs relative to floral development.

Gene ID	Gene ID in model plant	Gene Symbol	Iidentity (%)	Alignment length (bp)	Pathway
i1_HQ_HNbud_c49771/f2p0/1159	AT1G24260.1	SEP3	54.47	246	floral developmental processes
i1_LQ_HNbud_c231904/f1p0/1102	AT1G24260.1	SEP3	74.49	247	floral developmental processes
i2_HQ_HNbud_c9324/f2p0/2669	AT4G32980.1	ATH1	56.04	323	floral developmental processes
i2_LQ_HNbud_c47156/f1p3/2045	AT3G03090.1	ATVGT1	58.49	477	floral developmental processes
i1_HQ_HNbud_c27914/f7p7/1955	AT3G03090.1	ATVGT1	58.07	477	floral developmental processes
i1_LQ_HNbud_c91035/f1p1/1218	AT5G60910.1	FUL	68.45	206	floral developmental processes
i4_HQ_HNbud_c4367/f6p1/4832	AT5G67100.1	ICU2	60.67	1556	floral developmental processes
i1_LQ_HNbud_c105452/f1p0/1482	AT5G61850.1	LFY	65.64	390	floral developmental processes
i1_LQ_HNbud_c42466/f1p1/1326	AT1G69490.1	NAP	63.58	162	floral developmental processes
i3_LQ_HNbud_c3353/f1p4/3804	AT4G04885.1	PCFS4	60.67	239	floral developmental processes
i3_LQ_HNbud_c2041/f1p5/3526	AT4G04890.1	PDF2	74.9	741	floral developmental processes
i0_HQ_HNbud_c9787/f2p4/869	AT5G20240.1	PI	56.13	212	floral developmental processes
i0_LQ_HNbud_c42964/f1p0/955	AT5G20240.1	PI	57.35	211	floral developmental processes
i0_LQ_HNbud_c22315/f1p0/746	AT5G37055.1	SEF	70.91	165	floral developmental processes
i0_LQ_HNbud_c30233/f1p0/911	AT3G02310.1	SEPALLATA2	68.8	250	floral developmental processes
i1_LQ_HNbud_c213752/f1p14/1085	AT1G14400.1	UBC1	94.74	152	floral developmental processes
i1_LQ_HNbud_c10259/f1p0/1559	AT1G30950.1	UFO	62.14	420	floral developmental processes
i1_LQ_HNbud_c105095/f1p0/1458	AT1G30950.1	UFO	56.9	420	floral developmental processes
i0_LQ_HNbud_c79621/f1p2/890	AT1G65480.1	FT	79.29	169	floral integrator
i1_LQ_HNbud_c105115/f1p1/1458	AT5G13790.1	AGL15	59.32	236	floral repressor
i1_LQ_HNbud_c133723/f1p1/1875	AT5G13790.1	AGL15	60.17	236	floral repressor
i1_LQ_HNbud_c49765/f1p3/1453	AT1G68840.1	TEM2	63.32	368	floral repressor
i1_HQ_HNbud_c33701/f2p5/1226	AT2G01290.1	RPI2	75.31	243	flower meristem identity
i1_LQ_HNbud_c51781/f2p3/1522	AT2G01290.1	RPI2	73.68	266	flower meristem identity
i1_LQ_HNbud_c128329/f1p0/1130	AT1G69120.1	AP1	69.14	256	flower meristem identity
i1_LQ_HNbud_c51214/f1p0/1256	AT1G69120.1	AP1	69.66	178	flower meristem identity

## Data Availability

CD-HIT: http://www.bioinformatics.org/cd-hit/ (version 4.6.6). BUSCO: https://gvolante.riken.jp/index.html (version 2.3).

How the deposited data were processed for this re-analysis (not part of the article)

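Buds of the tree peony cultivar ‘High Noon’ were collected by the authors at 3 stages, and 3 RNA-seq libraries per stage were sequenced as paired reads. The authors filtered the reads with ng_QC, mapped them with bowtie2 to the polished transcripts from their long reads, and counted them on each transcript with RSEM. For each of the 9 libraries they deposited the expected counts of RSEM, which are fractional and not normalized, and FPKM values, which are scaled for transcript length and library size. No genome was used. The sum of each library's counts differed by at most 1.45 fragments from the number of mapped read pairs in Table 3. Conditions were taken from the sample labels and the paper's names of the stages, and no columns or libraries were left out. The PacBio reads, the annotation, the BUSCO search, the base quality scores and the list of genes in hormone pathways were not analysed here.

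Values were computed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9. The totals per library were 20065002 to 25195520 fragments. Shares of fragments have 95% Wilson confidence intervals, and where a stage had no reads for a transcript a floor of 3 reads per library was used. Where a stage had reads with a mean of at most 3 per library, the ratio of summed reads, scaled by the normalized library sizes, has an exact binomial interval, chosen after the values were seen. Reads from PCR are not independent molecules, so intervals and floors cover counting error only.

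Differential expression was tested for stage I to II, stage II to III and stage I to III, each on the 6 libraries concerned. Expected counts were rounded to whole numbers, transcripts were kept by filterByExpr (minimum count 10, minimum total count 15), and the counts were normalized by TMM. The edgeR quasi-likelihood test was used with Benjamini-Hochberg adjustment. The SE given with edgeR's log2 fold changes is not fitted by edgeR. It was derived as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. A DEG had a log2 fold change over 1 in size and a q value under 0.001, the criterion the paper states. The tests, the alternatives and the transcripts to be named were chosen before the data were examined, apart from those that the closing section names as chosen later. The transcripts named are the 26 that Table 4 lists as DEGs, without expression values, and the single largest rise and fall among the DEGs from stage I to II and from stage II to III. For these, the libraries of the stages had to lie apart and the higher stage had to have a mean of at least 100 reads. From stage I to II there was no DEG to name. From stage II to III all 4 DEGs met these limits, all of them rises, and the largest was named. A transcript from stage I to III was named after its values were seen.

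The alternatives were DESeq2, RLE size factors, no filter on low counts, all 9 libraries in 1 fit, the replicate number as a block, limma with a trend on log2(FPKM + 1) for transcripts with an FPKM of at least 1 in at least 3 libraries, a q value under 0.05, no fold change criterion, and each library left out in turn. Where a stage kept 2 libraries, its spread was taken from the fit over both stages. Correlations and principal components were repeated on FPKM without a logarithm and with a pseudocount of 0.01 in place of 1. They were also repeated with a mean FPKM of at least 1, and on TMM-normalized log2 CPM with a prior count of 2. Clustering was repeated on log2(FPKM + 1), with average linkage, with 1 minus Pearson's r and with each library left out. The biological coefficient of variation is the square root of edgeR's common dispersion within a stage, over 68174 transcripts.

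The tests were tested on simulated data with the dispersions of these libraries and 200 changed transcripts. The 200 were planted among 64662, 64971 and 65124 transcripts in turn. Both stages had the same dispersion for a transcript, and limma was run on CPM in place of FPKM. In the data, edgeR gave 11298, 960 and 14488 transcripts a q value under 0.05 with a fold change over 2. As q values depend on how many transcripts change, the simulated numbers need not carry over to the data. At a q value under 0.001, edgeR recovered 0, 68 and 0 of the 200 for stage I to II, stage II to III and stage I to III, with 0 false calls in each. At a q value under 0.05 it recovered 29, 145 and 25, with 1, 18 and 6 false calls. DESeq2 recovered 100, 150 and 85 at a q value under 0.001, with 52, 35 and 59 false calls. For limma the numbers were 0, 87 and 0, with 0, 1 and 0 false calls. The fold change had the right sign in edgeR for 196, 192 and 190 of the 200.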

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

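Among the explanations weighed here, the label of another stage and the shorter fragments were tested only after the result had been seen. The paper does not report on transcripts that are high in a single library. In S1_3, 204 transcripts had at least 50 reads and a TMM-normalized CPM at least 8 times that of every other library, against 6 to 24 transcripts in each of the other 8 libraries. Chance was not modelled for these counts, and a single library has no replicate. The 204 transcripts held 1.39% of the fragments of S1_3 (95% Wilson confidence interval 1.386 to 1.396%) and had a median length of 1498 bp, against 1654 bp for all transcripts. S1_3 also differed from both other stage I libraries in many transcripts with at least 100 reads: 1191 were over 4 times higher than in S1_1 and S1_2 and 1139 over 4 times lower. Each of the other libraries had 37 to 184 higher and 46 to 132 lower than both of its replicates.

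The tables argue against several technical explanations for the distance of S1_3. With all libraries thinned to the smallest total, the highest r2 of S1_3 with S1_1 and S1_2 was 0.861, below every replicate pair of stages II and III (lowest 0.958), which argues against depth. Without the 100 most abundant transcripts of S1_3 it was 0.8603, against 0.9486 for S1_1 with S1_2, so a few abundant transcripts do not account for it. Between the longest and the shortest of 5 length classes, the median log2 ratio of S1_3 to its replicates differed by -0.27 (longest minus shortest), less than the 0.5 set for an effect of RNA integrity and opposite in sign to what the higher integrity number of S1_3 (9.1 against 8.8 and 8.3) would give. A small share of added material from another source can raise transcripts but cannot lower 1139 of them over 4-fold, which argues against a small addition. The 1191 raised transcripts held 6.68% of the fragments. This does not bound the added share, as added reads on shared transcripts would not be counted there, so a large addition is not excluded. The number of lowered transcripts, 1139, was slightly under the number raised, where the test had asked for as many or more. The highest r2 of S1_3 with a library of stage II or III was 0.775, below its r2 of 0.851 with S1_2, which argues against the label of another stage of this study. Over the 50227 transcripts of at least 2000 bp its highest r2 with a replicate was 0.8599, against 0.9511 for S1_1 with S1_2, so its shorter fragments do not account for the distance.

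What stays open is a different batch, plant or bud, or a sample from outside the study or largely replaced by other material. Neither the sample labels nor the paper name a batch. The design names no condition that separates S1_3 from S1_1 and S1_2, so no biological explanation was tested.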

How the results depend on the processing

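DESeq2 with S1_3 left out and DESeq2 on thinned counts were chosen after the data had been seen, and every other alternative here was planned. The number of DEGs depends strongly on the test. For stage I to II, II to III and I to III in turn, edgeR called 0, 4 and 4 transcripts. DESeq2 called 7437, 1114 and 9671, limma 331, 10 and 1495, edgeR with all 9 libraries in 1 fit 1670, 0 and 2895, and edgeR at a q value under 0.05 called 11298, 960 and 14488. Without the filter on low counts edgeR called 113 from stage I to III. RLE size factors and the absence of a fold change criterion left the counts at 0, 4 and 4. With a library left out, edgeR called 0 from stage I to II and from stage II to III, and 0 to 2163 from stage I to III, the 2163 without S1_3. At a q value under 0.05 the counts with a library left out were 2163 to 16977, 43 to 923 and 5555 to 21019. DESeq2 with S1_3 left out called 11115 from stage I to II and 14112 from stage I to III. Leaving out S1_3 raised the counts from stage I to III although fewer libraries were left, and the biological coefficient of variation of stage I fell from 0.603 to 0.383. The cause of these changes was not tested. On log2(FPKM + 1) the median log2 fold change of all transcripts was 0.17 from stage I to II and from stage I to III, against -0.02 and 0.02 in edgeR, so the rises and falls of limma are to be read relative to that shift.

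Adding the replicate number as a replicate block gave 0 DEGs by edgeR in each of the 3 comparisons, with 19926 transcripts at an unadjusted p under 0.05 from stage I to II, 9211 from stage II to III and 23310 from stage I to III. At a q value under 0.05 with a fold change over 2 it gave 0, 5 and 7718. At a q value under 0.001 it called 0 transcripts of Table 4. The numbers do not pair the libraries: after removal of the stage means, libraries with the same number had correlations between -0.132 and 0.06. The block therefore uses up degrees of freedom without removing a shared effect.

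Of the 26 transcripts of Table 4, edgeR called 0, DESeq2 18, DESeq2 with S1_3 left out 20, all 9 libraries in 1 fit 6, limma 3, and edgeR at a q value under 0.05 called 21. With a library left out edgeR called 0 to 1, the 1 without S1_3. The other alternatives called 0. In the simulated data, at a q value under 0.001, edgeR recovered 0 of 200 changed transcripts from stage I to II and 0 from stage I to III, while DESeq2 recovered 100 and 85 with 52 and 59 false calls. The simulation changed 200 transcripts, where 11298 and 14488 passed a q value under 0.05 here, and it gave both stages the same dispersion. Its numbers need not carry over to the data. As edgeR at a q value under 0.05 called 21 of the 26, its 0 is no evidence that these transcripts did not change. Other causes of the difference were not tested. For the 28 named transcripts the alternatives gave 357 log2 fold changes, and 0 were reversed in sign. The fold change fell under 2 for UBC1 without S1_3, in edgeR and in DESeq2 (log2 fold changes 0.92 and 0.93), and in limma for PCFS4 (-0.86) and TEM2 (0.998). Of the 357, 47 passed the threshold where the first test had not and 14 no longer passed it; the 14 belong to the pair of transcripts outside Table 4.

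The mean difference between the stages held under every transformation, but single pairs overlapped in some. The difference in mean r2 between replicate pairs and other pairs ranged from 0.0486 to 0.419 over the alternatives, each time the largest of 280 divisions. For stages II and III it ranged from 0.0090 to 0.167, each time the largest of 10 divisions, where p cannot go below 0.1. The highest r2 of a pair of stages II and III passed the lowest replicate pair within them on FPKM without a logarithm (0.8262 and 0.7813), with a pseudocount of 0.01 (0.911 and 0.9087), with Spearman's rho squared (0.8963 and 0.8909) and on TMM-normalized log2 CPM (0.9354 and 0.935). The size of r2 itself depends on the scale by construction. For stages I, II and III the mean r2 was 0.731, 0.866 and 0.961 on FPKM without a logarithm, and 0.775, 0.911 and 0.936 with a mean FPKM of at least 1. Spearman's rho squared gave 0.8302, 0.8945 and 0.8958. In stages II and III it was 0.911 and 0.911 with a pseudocount of 0.01, 0.979 and 0.984 for r in place of its square, and 0.937 and 0.941 on TMM-normalized log2 CPM. With a library left out it was 0.851 to 0.950 in stage I, the highest without S1_3, 0.9588 to 0.9596 in stage II and 0.9676 to 0.9696 in stage III.

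The share of the first principal component was 36.4% with each transcript scaled, 71.7% on FPKM without a logarithm, 36.7% with a pseudocount of 0.01, 61.5% with a mean FPKM of at least 1, 45.4% on log2 CPM and 72.1% for the 500 most variable transcripts. With a library left out it was 58.1 to 64.0%. All 3 stages formed their own branch on a log2 scale, with average linkage and with 1 minus Pearson's r, and 2 to 3 did with a library left out.

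The biological coefficient of variation without the filter on low counts was 0.374 in stage II and 0.306 in stage III. With a library left out it was 0.383 to 0.685 in stage I, 0.336 to 0.347 in stage II and 0.273 to 0.282 in stage III, and 0.383 is the value without S1_3. The number of transcripts raised in a single library is a matter of the limits chosen. With at least 20 reads it was 33 and 48 for S1_1 and S1_2, 30, 31 and 46 for S2_1, S2_2 and S2_3, and 30, 31 and 28 for S3_1, S3_2 and S3_3. At 4 times the level of every other library it was 73 for S1_2, 552 for S1_3, 16 and 43 for S2_2 and S2_3, and 15 for S3_3. S1_3 had the most under each limit, from 204 to 552. Spearman's rho of the stage I to II change with transcript length was -0.0719 and stayed between -0.1045 and -0.0481 with a library left out. That of long-read number with mean FPKM was 0.410 over transcripts with reads in every library.

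The 40311 transcripts without a read could not be compared between stages, and whether depth is the reason was not tested. With all libraries thinned to the smallest total, edgeR called 0, 4 and 3 transcripts and DESeq2 7319, 1096 and 9686, so differences in depth between libraries change these counts little.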

Differences from the paper's values

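The paper reports 26 DEGs relative to floral development, and the test chosen before the data were examined, edgeR at the paper's thresholds, called 0 of these 26 transcripts. Among the alternatives set before the data were examined, DESeq2 called 18 and edgeR at a q value under 0.05 called 21, both within 1.5 times the paper's number. The other alternatives did not come as close. All 9 libraries in 1 fit gave 6, limma gave 3, and RLE size factors, no filter on low counts, no fold change criterion and the other planned fit to all libraries of a comparison gave 0. Leaving out 1 library gave 0, except that without S1_3 edgeR called 1. DESeq2 with S1_3 left out gave 20, a setting chosen after seeing the values, and it drops 6 of the paper's 26. Adjusted over the list alone, edgeR called 10 and DESeq2 19. Under at least 1 of the settings 23 of the 26 were called. The 3 called under none are NAP, LFY and UFO (c105095). For NAP the largest log2 fold change in edgeR with all libraries, from stage II to III, was 0.94, below the fold change of 2 that the paper states. Over the alternatives it ranged from 0.84 to 1.04, over 1 only without S2_3, and its q values ranged from 5.68e-05 in DESeq2 to 0.652. Of the 26, 25 had a fold change over 2 in at least 1 comparison in edgeR. The paper's methods name the DESeq package, and the legend of Fig. 1 names DESeq2 as well. DESeq was not run here.

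The paper's number of non-redundant transcripts is 115439 with an average length of 2060 bp, while the deposited values cover 137758 transcripts with an average of 1917 bp. The paper's insert lengths start at 270 bp, and the fragment length estimated from the deposited values was 253 bp in S1_3. The first principal component of log2(FPKM + 1) held 58.7% of the variance, and it held 71.7% on FPKM without a logarithm, which matches Fig. 4a. The mapping rates of all 9 libraries, the 36 values of r2 and the 8 branch heights of Fig. 4c were within 1.5 times the paper's values, and the mapping rates were the same to the digits given.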

Other observations

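The counts of DEGs by DESeq2 after thinning, and those by DESeq2 and by edgeR at a q value under 0.05 over other divisions of the libraries, were chosen only after edgeR's counts had been seen. The other tests in this part were planned.

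Stage I lay apart from stages II and III, and its RNA integrity numbers were the lowest. If degraded RNA were the cause, long transcripts would lose reads in stage I, and the stage I to II change would rise with length. Between the longest and the shortest of 5 length classes the median log2 fold change differed by -0.26 (longest minus shortest), opposite in sign. This argues against RNA integrity as the whole cause. Depth was tested by thinning all libraries to the smallest total. As edgeR called 0 transcripts from stage I to II, the planned comparison was void, and DESeq2 was used in its place. It called 7319 DEGs from stage I to II against 1096 from stage II to III, so depth does not account for the difference. The stage of development, which the design names, and any batch that follows the stages stay open.

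Among the 10 divisions of 6 libraries into 3 and 3, edgeR called as many DEGs as in the real comparison in 10 for stage I to II, where the count was 0, in 1 for stage II to III and in 1 for stage I to III, the real one included. With 10 divisions the share is never under 0.1, so the share by itself cannot exclude chance. For stage I to II all 10 divisions tie because the count is 0. At a q value under 0.05 with a fold change over 2, edgeR gave 11298, 960 and 14488 in the real divisions and 0 in the 9 others of each comparison. By DESeq2 the 9 other divisions gave 9 to 72, 14 to 49 and 10 to 26 DEGs. The real divisions gave 7437, 1114 and 9671. The other divisions mix libraries of both stages, so the difference between the stages enters their spread and lowers their counts. The gaps at both settings show that the libraries group by stage. They cannot exclude chance, as each share stays at 0.1.

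The names of the transcripts give the number of full-length reads behind each. Across transcripts, which are not independent, this number had a Spearman's rho of 0.392 with mean FPKM, above the 0.3 set beforehand. Of the transcripts marked HQ, 7.44% had no reads in any of the 9 libraries, and of those marked LQ 32.5%. A single full-length read stood behind 84.6% of all transcripts. Of the 2965 with at least 10 full-length reads, 86 had no reads in any library. Long-read support thus tracks the level in RNA-seq in part.

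In Table 4, 7 pairs of transcripts match the same model plant gene. For stage I to III the signs of the changes were the same in 7 of the 7 pairs (exact permutation test over pairings, p = 0.0769, the smallest that these signs allow). For the other comparisons edgeR's filter left 3 and 1 of the 14 transcripts untested. With DESeq2 the pairs with the same sign were 7, 6 and 7 (same exact permutation test, p = 0.0769, 0.1049 and 0.0769). The test cannot tell whether copies change together, and copies that share reads would also do so. For the PI and UFO pairs the fractions of the 2 counts complement each other in each library. In S3_1 the counts were 747.92 and 474.08 for PI, and 76.75 and 58.25 for UFO. Part of the reads was thus divided between the 2 transcripts of these pairs, which are not separate observations.

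Replicates differed by more than counting error. A candidate explanation for part of it is reads shared between similar transcripts. In stages II and III, the SD of log2 CPM between replicates was 1.24 times as large for transcripts with fractional counts as for those with whole counts (mean of ratios over 10 classes of abundance, 1.03 to 1.49 in single classes). In stage I the ratio was 1.13, from 0.903 to 1.33 in single classes, so it was below 1 in at least 1 class. Without matching for abundance the medians were 0.263 and 0.251, so shared reads may account for a part of the spread at most. The share of transcripts with an unadjusted p under 0.05 was nearly the same for whole and fractional counts, at 37.1% and 37.0% from stage I to II, 15.9% and 17.6% from stage II to III and 40.9% and 40.7% from stage I to III.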
